A study of Mus musculus with 4 samples. Its data were reported in "High-Intensity Aerobic Exercise Suppresses Cancer Growth by Regulating Skeletal Muscle-Derived Oncogenes and Tumor Suppressors" (2022).

How the data were processed

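Lung RNA of CDF1 mice was measured in 4 libraries, 1 for each of 4 groups. The groups crossed treadmill exercise (E) with tumor (T): normal control E(-)T(-), normal exercise E(+)T(-), cancer control E(-)T(+) and cancer exercise E(+)T(+). Tumor-bearing mice had received CT26 cells, a murine colorectal carcinoma line, through the tail vein. Per the labels the mice were at postnatal day 28 and each group held 10 mice. The study gives 4 weeks as the age at purchase and took the tissues at the end of the experiment that followed. By that account day 28 is the age at purchase and not the age at sampling. Neither the labels nor the methods state whether the lung RNA came from 1 mouse or from a pool. The study says that calf muscle was taken from a representative animal of each group and that the lungs were examined in a similar way. There are therefore no replicates, and no difference between groups given here has a replicate check.

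The authors prepared libraries with a kit that primes at the poly(A) tail (QuantSeq 3' mRNA-Seq), so that a read marks the end of a transcript and transcript length has little weight. The authors aligned the reads with Bowtie2, counted reads per gene with bedtools coverage and normalized the counts with the quantile method of edgeR. Versions, genome build, annotation and the use of strand were not stated. Genes that overlap, antisense genes and near-identical copies may therefore share or split reads, and no coordinates are given. Each deposited file holds 23282 rows, each with a gene symbol and a log2 value made by the authors. There were 23238 distinct symbols, and 79 rows shared their symbol with another row.

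The deposited log2 values were found to be log2(normalized read count + 1) at 3 decimals. Rows at low values fell on a small set of repeated patterns across the 4 libraries. The patterns matched whole reads carried to a common library size with negative binomial quantiles, as the quantile adjustment of the authors' edgeR step does. Relative library sizes and a single dispersion were fitted to 12 such patterns and refitted on 1500 genes with at most 100 reads. The fitted dispersion was 0.372. Whole reads put through this adjustment gave 100% of the values within 0.001, with a largest error of 0.00094, and 99.43% of the values to all 3 decimals. Counts were resolved to 1 read for 94.6% of the values, and the rounding of the files leaves an uncertainty of 0.035% for the higher ones. The scaling factors implied by the values were 1.086 for E(-)T(-), 1.023 for E(+)T(-), 1.172 for E(-)T(+) and 0.768 for E(+)T(+). Trimmed means of M values (TMM) computed from the recovered reads gave the same 4 factors at 3 decimals.

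Recovered totals were 13017456, 12780390, 9354427 and 13368003 reads in E(-)T(-), E(+)T(-), E(-)T(+) and E(+)T(+). These are reads assigned to rows, and a read shared by overlapping genes can count more than once. The smallest abundance the depth can show, 3 reads of the total, was 0.230, 0.235, 0.321 and 0.224 CPM in the same order. Shares of reads carry 95% Wilson intervals. Read ratios of single genes carry 95% exact (Clopper-Pearson) intervals, on the log2 scale and scaled by the effective library sizes. Intervals and floors cover counting error alone, since PCR copies without molecular identifiers are not independent molecules. Folds against the floor set the lower library at 3 reads. They are not interval ends, and the exact intervals given with them reach smaller folds.

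Comparisons were differences of the deposited log2 values, so that a fold change is on the log2(normalized count + 1) scale and understates the change of low genes. A gene was past the limit at a 2-fold or larger difference. The filter was a mean normalized count of at least 4 over the 4 libraries, which 15164 rows passed. The comparisons were the exercise effect without tumor, E(+)T(-) over E(-)T(-); the tumor effect without exercise, E(-)T(+) over E(-)T(-); the exercise effect with tumor, E(+)T(+) over E(-)T(+); and the tumor effect with exercise, E(+)T(+) over E(+)T(-). Genes past the limit in both exercise comparisons were called contra-regulated when the directions were opposite and co-regulated when they were the same. Fisher's exact test, two-sided by doubling the smaller tail, was applied to the reads of each pair of libraries against their effective sizes, with Benjamini-Hochberg adjustment over the 15164 rows and a limit of 0.05. It compares libraries and not conditions.

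An additive fit over all 4 libraries used exercise and tumor status as factors, which leaves 1 residual degree of freedom and takes the interaction as the spread. It was planned as a quasi-likelihood test on counts. The deposited unit is log2, and limma (lmFit, eBayes with a trend on mean expression) was used on the deposited values in its place. The recovered reads were not put through a count model. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The mean count filter above stood in for the filter planned for the count model.

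For 9 gene lists written before the data were examined, the median log2 fold change was placed among 10000 random lists of the same size, matched on mean expression in 20 strata. Named genes were fixed beforehand by a rule. It takes the genes the study measured in lung by RT-qPCR, the 6 it names as common to all tissues, sex-linked genes, and in each comparison the 3 largest rises and the 3 largest falls at a mean normalized count of at least 50. One of the 6, 1700048E18Rik, was not analysed here. Some genes that the rule selects are not reported here and were not replaced, which left 36 named genes. They stay in every count over all genes. Genes named outside the rule are said to be so.

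Alternatives set before the data were examined were TMM factors, median-of-ratios size factors, library totals alone, a pseudocount of 4, no filter, mean count filters of 16 and 100, the addition of Fisher's test, and thinning of every library to the smallest. An additional filter, log2 normalized count of at least 4 in either library compared, library totals without the hemoglobin genes, and the removal of a share of E(-)T(+) from E(+)T(-) were chosen after seeing the data. Counting error was simulated in 100 sets of libraries with no difference between groups. GC content was taken from the last 500 bases of the longest GENCODE M21 transcript of each symbol, found for 99.2% of the filtered rows.

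The scripts were tested on simulated data. With 200 genes among 23282 changed by a known amount, always well above 2-fold, 197 passed the limit in the right direction. Of the unchanged genes, 248 of 14961 passed it. At a mean normalized count of at least 100, 0 of 9270 unchanged genes passed. The additive fit was tested on 15164 simulated genes, of which 200 were changed. It called all 200 of them and 14 unchanged genes. The change was a single large rise with tumor, on an equal random spread and without an interaction. The test therefore says little about the power for smaller changes or for exercise in these libraries. Analyses were run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.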

Results

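Gene expression in lung was profiled by 3' mRNA sequencing in 4 libraries, E(-)T(-), E(+)T(-), E(-)T(+) and E(+)T(+), with 1 library per group and no replicates. Between 9354427 and 13368003 reads were assigned to genes per library. Reads were present in 16287 rows for E(-)T(-), 16307 for E(+)T(-), 16599 for E(-)T(+) and 16317 for E(+)T(+). Across the 15164 filtered genes, the most similar pair was E(-)T(-) and E(+)T(-), with a correlation across genes of 0.965. The least similar pair was E(-)T(-) and E(-)T(+), at 0.786. Genes are not independent replicates, and these coefficients describe the libraries.

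A few genes took a large and unequal share of the reads. The 6 hemoglobin symbols held 14.33% of the reads in E(-)T(-) (95% Wilson interval 14.31 to 14.35) and 14.17% in E(+)T(-) (14.15 to 14.19). The share was 1.43% in E(-)T(+) (1.42 to 1.44) and 31.43% in E(+)T(+) (31.41 to 31.46). The adult beta-globin symbols include near-identical copies, so the division of reads among them is uncertain. The ribosomal precursor Rn45s held 7.32%, 6.03%, 4.83% and 5.47% of the reads in E(-)T(-), E(+)T(-), E(-)T(+) and E(+)T(+). When libraries were scaled by their totals alone, the median of all filtered genes moved to -0.59 in the exercise effect with tumor and to -0.41 in the tumor effect with exercise. It was 0.01 and 0.00 with the deposited values. Totals without the hemoglobin genes, a scaling chosen after seeing the data, gave -0.08 and -0.09, and -0.13 in the tumor effect without exercise.

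Sex-linked genes were read as a check of the labels, since the study used male mice. The Y-linked gene Ddx3y had 1369 reads in E(-)T(-), 1388 in E(+)T(-), 298 in E(-)T(+) and 1185 in E(+)T(+). Xist, which is transcribed from the inactive X chromosome of females, had 30, 46, 2 and 11 reads. All 4 libraries thus held many more reads of the Y-linked gene than of Xist.

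The first comparison addressed what high-intensity exercise changed in the lungs of healthy mice. In the exercise effect without tumor, 1513 of 15164 genes (10.0%) differed by 2-fold or more, 800 higher and 713 lower in E(+)T(-). The median absolute log2 difference was 0.28, and 99 genes passed 8-fold. Fisher's exact test on the reads of the 2 libraries had an adjusted p under 0.05 for 891 of the 1513 genes. Libraries simulated without any difference gave 247.2 genes on average, 16.3% of the measured number. The filter moved the count most. Without one 2606 genes passed, and at a mean normalized count of at least 100 there were 200, of which 79% were higher.

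Single genes were ranked at a mean normalized count of at least 50 in each comparison, and genes under that level can differ more. Among the largest rises in the exercise effect without tumor were those of Crabp1 (log2 fold change 7.03) and Krt20 (5.43). Neither had a read in E(-)T(-). Against the floor of 3 reads, Crabp1 was 50.8-fold higher and Krt20 16.6-fold. Their exact intervals of the log2 read ratio started at 5.35 and 3.69. Their reads in E(+)T(-) were 141 and 46, against 10477 and 2696 in E(-)T(+). At that level the largest falls were in Rgs16 (-3.67), Unc13c (-2.87) and Orm1 (-2.21). Rgs16 had 14 reads in E(-)T(-) and 0 in E(+)T(-), 4.32-fold lower against the floor. The exact interval of its log2 read ratio ended at -1.62. Orm1 went from 54 to 10 reads, with an exact interval of -3.46 to -1.33 for the log2 read ratio.

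Among the gene lists, protein folding was higher in the exercise effect without tumor, with a median of 1.04, and 27 of its 28 genes rose. The median lay above all 10000 matched random lists. Hspa1b rose by 3.74 and Hspa1a by 3.44, from 328 to 4057 and from 468 to 4712 reads. These genes are near-identical copies, and the division of reads between them is uncertain. The neutrophil list had a median of 1.11 and the cell division list one of 0.43, both above all random lists. Medians of the T cell (-0.27), B cell (-0.24), erythroid (0.07), skeletal muscle (0.26), heart muscle (0.05) and alveolar epithelium (0.07) lists lay inside the central 95% of the random lists.

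**Figure D1:**
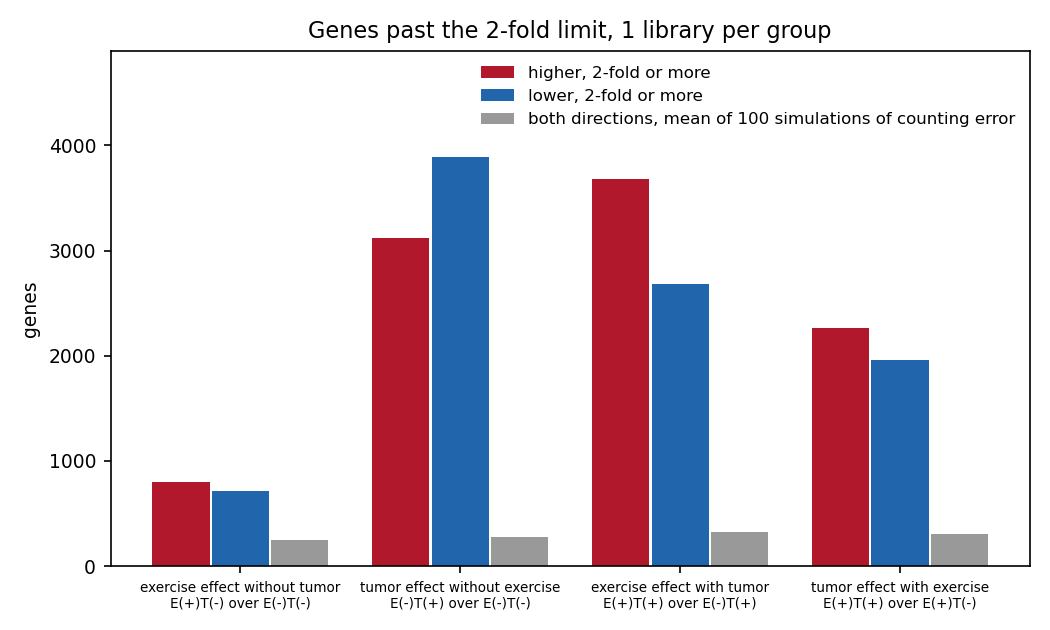
Bars give the number of genes (vertical axis) past the 2-fold limit in each of the 4 comparisons, higher in red and lower in blue, with 1 library per group. Grey bars give the mean number in both directions over 100 simulations of counting error, from 247.2 to 326.6 genes, below the measured number in each comparison.

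The tumor effect without exercise addressed what the cancer changed in resting mice. It covered 7011 genes (46.2%), 3119 higher and 3892 lower in E(-)T(+), and 6582 of them had an adjusted p under 0.05 in Fisher's exact test on the reads of these libraries. The median absolute log2 difference was 0.90, and 1487 genes passed 8-fold. At a mean normalized count of at least 50, Crabp1 (13.49) and Krt20 (11.53) rose most, from 0 reads in E(-)T(-). Against the floor of 3 reads they rose 4503-fold and 1159-fold, with exact intervals that started at 11.84 and 9.88 (log2). The largest falls were in Ms4a1 (-7.70), Fabp1 (-7.69) and 6330403K07Rik (-7.64). These had 259, 257 and 249 reads in E(-)T(-) and 0 in E(-)T(+), 67-fold, 66.4-fold and 64.4-fold lower against the floor. Their exact intervals ended at -5.76, -5.75 and -5.70 (log2).

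The cell division list rose in the tumor effect without exercise, with a median of 4.21 and 33 of 33 genes higher. The neutrophil list had a median of 2.01. Falls were seen for the B cell (-4.71), T cell (-2.45), alveolar epithelium (-2.35), erythroid (-2.28) and heart muscle (-1.21) lists. All 25 genes of the T cell list and all 22 of the alveolar epithelium list were lower in E(-)T(+). Each of these medians lay outside the central 95% of matched random lists and kept its direction under library totals alone. The protein folding list (-0.06) and the skeletal muscle list (0.00) lay inside.

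Genes that separated E(-)T(+) from E(-)T(-) most sharply also had reads in E(+)T(-). After the values were seen, genes with at least 500 normalized counts in E(-)T(+) and 0 reads in E(-)T(-) were listed, among them Krt20, Etv4, 3110039M20Rik, Gzmd, Gzmg, Gzmf, Osr2 and Crabp1. All 9 such genes had reads in the library labelled E(+)T(-), at 0.65% to 2.19% of their E(-)T(+) level. In E(+)T(+) they stood at 3.89% to 28.5% of it. The reads of Gzmd, Gzmg and Gzmf, which are close copies, are uncertain.

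**Figure D2:**
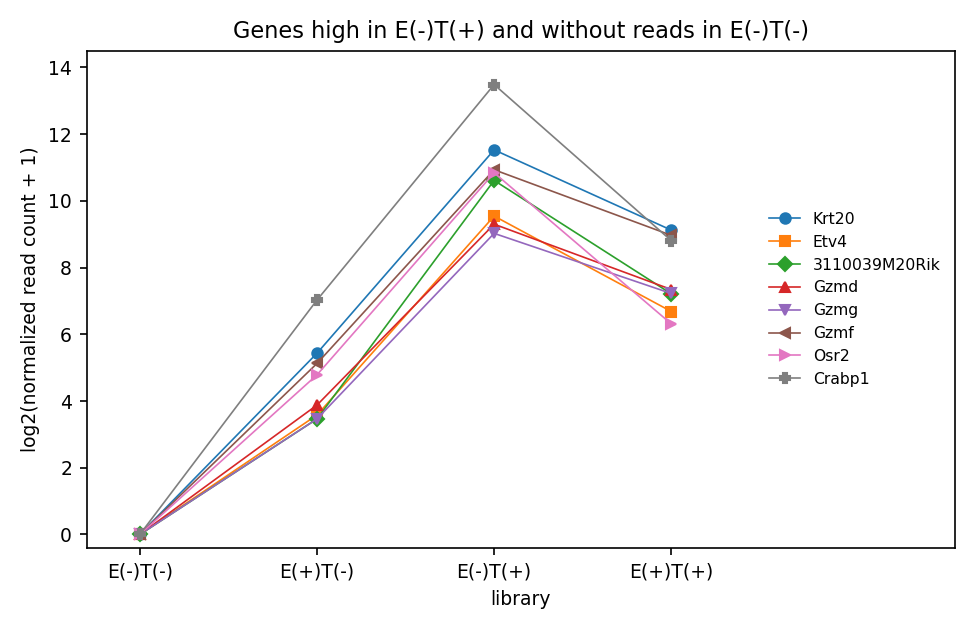
Each line is 1 of 8 of these genes, with the library on the horizontal axis (1 per group) and log2(normalized read count + 1) on the vertical axis. Crabp1, the highest, goes from 0 reads in E(-)T(-) to 141 in E(+)T(-), 10477 in E(-)T(+) and 382 in E(+)T(+).

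The exercise effect with tumor addressed what exercise changed in the lungs of cancer-bearing mice. Here 6371 genes (42%) passed the limit, 3685 higher and 2686 lower in E(+)T(+), and Fisher's exact test had an adjusted p under 0.05 for 5819 of them. The median absolute log2 difference was 0.81, and 834 genes passed 8-fold. Scaling by library totals alone turned the split around: 2450 genes were then higher and 5409 lower, or 31.2% higher against 57.8% with the deposited values. Among genes at a mean normalized count of at least 50, Apol11b (10.57), Trim10 (7.29) and Slc4a1 (7.11) rose most. Apol11b belongs to a family of similar genes, and its reads are uncertain. Apol11b and Trim10 had 0 reads in E(-)T(+) and 1383 and 142 in E(+)T(+), 492-fold and 50.5-fold higher against the floor. Their exact intervals started at 8.64 and 5.34 (log2). Slc4a1 went from 17 to 2325 reads. Among the same genes, the largest falls were in 3830403N18Rik (-6.77), Reg3g (-6.17) and Adam11 (-5.70). Reg3g went from 8767 to 113 reads. For 3830403N18Rik, 345 reads in E(-)T(+) stood against 2 in E(+)T(+), 108-fold lower against the floor. Its exact interval was -10.39 to -5.47 (log2).

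The erythroid list had a median of 4.71 in the exercise effect with tumor, with 27 of 27 genes higher. B cell (3.60), neutrophil (2.95), alveolar epithelium (2.03) and T cell (1.53) lists were also higher, and the cell division list was lower (-1.66), with 33 of 33 genes lower. These directions held under library totals alone. The skeletal muscle list (1.37) and the heart muscle list (0.94) lay just outside the central 95% of random lists, which reached 1.26 and 0.88. The protein folding list (-0.02) lay inside.

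In the tumor effect with exercise, which asked what the cancer changed in exercised mice, 4223 genes (27.8%) passed the limit, 2259 higher and 1964 lower. Fisher's exact test had an adjusted p under 0.05 for 3665 of them, and 495 genes passed 8-fold. Under library totals alone, 27.8% of the genes past the limit were higher, against 53.5% with the deposited values. Among genes at a mean normalized count of at least 50, Bcl2l15 (8.16), Stfa2 (7.75) and BC100530 (7.26) rose most. Bcl2l15 had 2 reads in E(+)T(-) and was 289-fold higher against the floor, with an exact interval of 6.90 to 11.81 (log2). Stfa2 and BC100530 belong to a family of close copies, and their read counts are uncertain. Of these genes, Hspa1b (-6.25), Hspa1a (-5.92) and Cr2 (-5.69) fell most. The neutrophil list had a median of 4.39, the erythroid list 2.05 and the cell division list 1.55. Protein folding (-1.18), B cell (-1.02), alveolar epithelium (-0.62) and T cell (-0.59) lists were lower. The skeletal muscle list (0.85) lay outside the central 95% of random lists, which reached 0.77, and the heart muscle list (-0.23) inside.

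**Figure D3:**
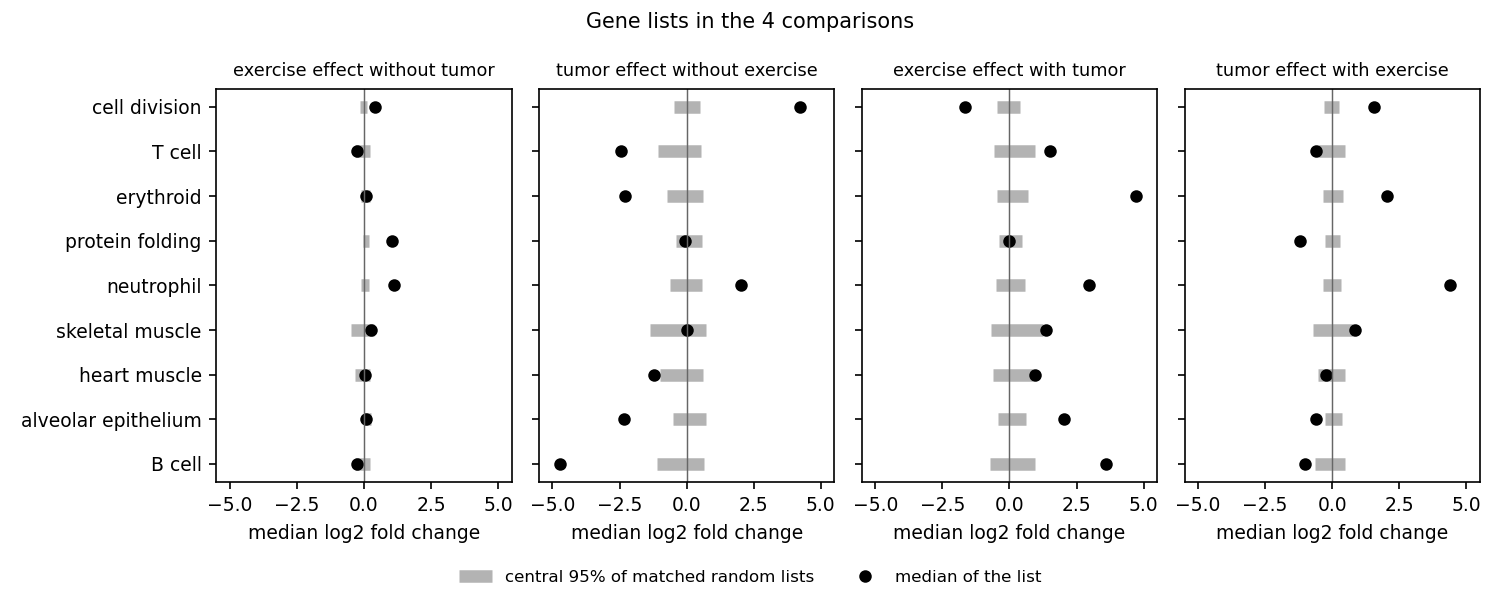
Each panel is 1 comparison, with the median log2 fold change of each of the 9 gene lists on the horizontal axis (points) and the central 95% of 10000 matched random lists as grey bars. The cell division list is at 4.21 in the tumor effect without exercise and at -1.66 in the exercise effect with tumor, the same directions as under library totals alone.

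The tumor effects in resting and in exercised mice come from disjoint pairs of libraries. Across genes they had a Pearson correlation of 0.449 and a slope of 0.295. Of the 7011 genes past the limit in resting mice, 73.8% had the same sign in exercised mice and 31.6% also passed the limit that way. The tumor effect without exercise and the exercise effect with tumor correlated at -0.710, and 61.9% of the 7011 genes passed the limit in the opposite direction. These comparisons share the E(-)T(+) library with opposite signs, which by itself pulls their correlation downward. For the exercise effects without and with tumor, again from disjoint libraries, the correlation across genes was -0.006. The exercise effect without tumor and the tumor effect without exercise, the last of the 4 relations computed, correlated at 0.301. Of the 1513 genes past the limit in the former, 51.7% passed it in the same direction in the latter. Both are taken over the E(-)T(-) library, which pulls their correlation upward.

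Genes on which exercise acted in opposite directions in healthy and cancer-bearing mice were of particular interest in the study. Both exercise effects passed the limit for 942 genes. Of these, 477 were contra-regulated, 255 higher without tumor and lower with tumor and 222 the reverse. The other 465 were co-regulated, 274 higher and 191 lower in both. Counting error alone gave 20.4 contra-regulated and 21 co-regulated genes. When genes were shuffled within strata of mean expression, the means were 416.3 contra-regulated and 417.5 co-regulated genes, and both measured numbers lay above the central 95% of shuffles (385 to 448 and 385 to 450). Without a filter 740 genes were contra-regulated, and 69 were at a mean normalized count of at least 100. Of these 69, 60 were higher without tumor and lower with tumor (87%), and 9 the reverse.

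Of genes measured by RT-qPCR in the study, 6 are reported here. The study's RT-qPCR used littermates, whereas the values here are reads of 1 library per group. In opposite directions, 1 of the 6 passed the limit. Acta1 fell by 1.72 without tumor (exact interval of the log2 read ratio -3.17 to -0.69) and rose by 1.64 with tumor (1.06 to 2.34), on 31 and 8 reads and on 29 and 87 reads. Cacna1s was higher in both, by 2.83 and 1.17, on at most 19 reads per library. Its rise with tumor was within counting error, with an interval of -0.08 to 2.81. Cflar differed by 0.35 and -0.13, and the interval of the latter, -0.28 to 0.02, included 0. Actn3 had log2 fold changes of 0.33 and 1.35, and Myoz2 of -0.57 and 0.83. Il15 differed by 0.01 without tumor, or by -0.08 under library totals alone, and was lower with tumor (interval -1.53 to -0.52).

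Another set was named by the study as common to all of its tissues. The 5 of these genes analysed here passed the limit in the exercise effect without tumor. Timp1 was the 1 gene among them past it in both exercise comparisons, by 1.14 and -1.25. Nup98 differed by 1.34 and -0.52, Rdh11 by 1.06 and 0.32, Car3 by -2.04 and 0.45 and Hcar1 by -2.76 and 0.05. Without tumor, Rdh11 came inside the limit, at 0.97, both under library totals alone and with a pseudocount of 4. With tumor, Rdh11 and Car3 changed sign under library totals alone, to -0.28 and -0.14. Hcar1 had 28 reads in E(-)T(-), 3 in E(+)T(-) and 0 in both tumor libraries, so that its exercise effect with tumor was not detectable at this depth.

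The additive fit with limma over all 4 libraries called 0 genes for exercise at an adjusted p under 0.05, with 753 genes (5.0%) at an unadjusted p under 0.05. For tumor it called 495 genes, 286 higher and 209 lower, with 2702 (17.8%) at an unadjusted p under 0.05. Median-of-ratios size factors gave 0 and 310 genes. Without the filter, 58 genes were called for exercise and 1284 for tumor.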

Values the study reported

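The study reported 23,282 genes identified by mRNA-seq. For the lungs it reported 810 genes changed by exercise in healthy mice and 5,702 genes changed by exercise in the cancer model. Of the lung genes, 198 were described as contra-regulated between these comparisons.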

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

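The simulation of counting error, the shuffling of genes and the GC check were set before their results were seen; the tests of E(-)T(+) material in E(+)T(-), the shuffles that go with them or use high counts, and the tests of muscle and single genes, were chosen only afterwards. With 1 library per group, no difference between the exercise effects without and with tumor described here was tested against replicates. The only fit of that difference is the split of the additive fit that stands for neither factor, given at the end. It takes the exercise effect as its spread, and called no gene at the main filter.

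The contra-regulated genes stood out because exercise moved them in opposite directions in mice without and with tumor. There were 477 of them. Counting error alone gave 20.4. If the exercise effects were unrelated across genes, shuffling gave 416.3, and 1 of 10000 shuffles reached the measured number. The co-regulated genes, however, were also more than their shuffled mean of 417.5, with 18 of 10000 shuffles as large. Genes that vary between libraries thus tended to pass the limit in both comparisons. Taking 1.48% of the E(-)T(+) level out of E(+)T(-) left 431 contra-regulated genes. Shuffling then gave 433.2, so the total showed no excess over unrelated effects. It joins directions that differ: those higher without tumor were 205, against a shuffled mean of 167.4, with 1 of 10000 shuffles as large, and those lower without tumor were 226, against 265.8. The co-regulated genes rose from 465 to 528, against a shuffled mean of 421.9. The subtraction lowers E(+)T(-) and therefore adds falls, which makes these totals a poor test of the share itself. Before the subtraction 255 were higher without tumor, and 50 of these were lost.

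At a mean normalized count of at least 100 the contra-regulated genes were nearly one-sided, with 60 of 69 higher without tumor. Shuffling gave 23.1 such genes out of 32.2, so some of the one-sidedness comes with the rises at this level. Co-regulated genes were in excess as well, 73 against 39.1, and 88 against 35.5 after 1.48% of the E(-)T(+) level was taken out, so the excess is not specific to opposite directions. The direction of the 60 is the one that material of the E(-)T(+) kind in E(+)T(-) would give. After the share was taken out 29 were left, against 18 in shuffles, of which 49 of 10000 were as large. At 1.48% the share is thus a candidate explanation for about as many of the 60 genes as it leaves. That share is the median of 9 genes, which ranged from 0.65% to 2.19%. It took Crabp1, at 1.13%, from 7.03 to 0.00. A smaller share was not run, so the number lost may be too high. Variation between single mice or libraries has no test here and cannot be told apart from the rest.

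The cell division list was higher in the exercise effect without tumor (0.43) and lower in the exercise effect with tumor (-1.66). Reads of the E(-)T(+) kind in E(+)T(-) are a candidate explanation of the rise. Once 1.48% of the E(-)T(+) level was subtracted, a share set on 9 other genes, the median was 0.09. The central 95% of matched random lists then ended at 0.09, so the list lay at its upper edge. The ratios of the 9 genes went down to 0.65%. A smaller share, which would leave more of the rise, was not run. The subtraction changed the neutrophil median from 1.11 to 0.97 and the protein folding median from 1.04 to 1.03, both still above the random lists. The fall with tumor does not involve E(+)T(-), and a lower tumor content of the exercised mouse or mice remains a hypothesis without a replicate.

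Among named genes, opposite exercise effects were found for Crabp1 (7.03 and -4.68), Krt20 (5.43 and -2.41), 3830403N18Rik (2.59 and -6.77), Timp1 (1.14 and -1.25), Cr2 (1.23 and -1.76), Acta1 (-1.72 and 1.64) and Orm1 (-2.21 and 1.54). In Fisher's exact test, adjusted over all 15164 genes, all 7 had an adjusted p under 0.05 in both exercise comparisons, so counting error is a poor explanation for these library differences. Crabp1 and Krt20 were among the genes that set the share and cannot test it. Of the 5 others, 2 were higher without tumor and higher still in E(-)T(+), and only these can come nearer to 0 when the share is taken out. Acta1 and Orm1 moved away from 0, to -1.80 and -2.32. Timp1, 1 of the 2, came within the 2-fold limit, from 1.14 to 0.63, and 3830403N18Rik went from 2.59 to 1.95. That is too few to decide. Acta1 may come from muscle tissue dissected with the lung, which the skeletal muscle list bears on. Its median in the exercise effect with tumor was at percentile 98.45 of random lists, and 4 of the 8 muscle list medians lay outside the central 95%, where chance would give 0.4 if they were independent. They share libraries and are not. The lists show that muscle genes differ between libraries, which both carry-over of muscle tissue and a change in the lung would give, so these cannot be told apart. Without tumor the skeletal muscle median was 0.26, at percentile 93.86, and Cacna1s rose by 2.83, while Acta1 fell. Myoz2, also measured by RT-qPCR, fell by 0.57 (interval -1.09 to -0.08), and 3 genes of the list passed the limit in each direction. Under a filter of 16 the list changed direction without tumor, to -0.35. These values go both ways and leave open whether less muscle tissue in E(+)T(-) was the source of the fall of Acta1.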

How the results depend on the processing

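The filter in either library, the totals without hemoglobin and the taking out of a share of E(-)T(+) are tests chosen after the results were seen, and the other alternatives were set before. With TMM factors, median-of-ratios size factors and thinning to the smallest library, the counts of the 4 comparisons and of contra- and co-regulated genes stayed within 1.5 times the main ones. Library totals alone also kept the counts in that range, but moved the shares of higher genes. They were 31.2% against 57.8% in the exercise effect with tumor and 27.8% against 53.5% in the tumor effect with exercise. For contra-regulated genes the share that was higher without tumor was 64.5% against 53.5%, and for co-regulated genes the share higher was 37.6% against 58.9%. Hemoglobin accounts for most of the moves in the comparisons with E(+)T(+): with totals taken without its genes, the share of higher genes was 54.3% in the exercise effect with tumor and 47.3% in the tumor effect with exercise. In the exercise effect without tumor the share of higher genes was 47.1% under totals, against 52.9%, and 46.7% without hemoglobin, so hemoglobin is not the cause there. In the tumor effect without exercise it was 44.5%, 49.0% under totals and 40.6% without hemoglobin, about as far the other way. Without hemoglobin the share was 51.1% for contra-regulated genes and 50.2% for co-regulated genes, which undid the move of the former and most of that of the latter.

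Filters on low counts moved the smaller counts most. With no filter there were 2606 genes in the exercise effect without tumor, 740 contra-regulated and 748 co-regulated genes. At a mean normalized count of at least 16 the numbers were 728, 255 and 235. At 100 they were 200, 69 and 73, with 87% of the contra-regulated genes higher without tumor and 75.3% of the co-regulated genes higher, and with 3601 genes in the tumor effect without exercise, 3171 in the exercise effect with tumor and 1686 in the tumor effect with exercise. With Fisher's exact test added, 891, 223 and 226 genes remained from the same sets. A pseudocount of 4 left 254 contra-regulated and 258 co-regulated genes. Among simulated libraries without a difference, 0.0 genes on average passed the limit at a mean of at least 100 in each of the 4 comparisons, so low depth limits the genes under that level.

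A filter of at least 4 on the log2 scale in either library gave 810 genes in the exercise effect without tumor, 198 contra-regulated and 206 co-regulated genes, and 5703 in the exercise effect with tumor. Its 810 and 198 equal the numbers quoted from the study, and its 5703 is close to the other. It was picked after seeing the data, out of 19 filter definitions, because its counts came nearest to those quoted. It is thus no independent check of either, but makes the log2 scale a candidate for the study's limit of 4. Over the 19 definitions the count ranged from 269 to 2091 for the exercise effect without tumor and from 53 to 646 for contra-regulated genes.

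The additive fit called 0 genes for exercise with either scaling and 58 without the filter. For tumor it called 495, against 310 with median-of-ratios factors and 1284 without the filter. The cause was not tested. Wald tests of a count model were planned for this fit and were not run. Limma on the deposited log2 values was used instead, although whole reads had been recovered.

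Of 144 fold changes of the 36 named genes, 144 stayed within their counting intervals under TMM factors. With a pseudocount of 4, 137 did and 7 moved. Under library totals alone 113 did, 24 moved and 7 changed sign. The last were Cacna1s (-0.29), Myoz2 (-0.38), Rdh11 (-0.04) and Ddx3y (-0.29) in the tumor effect with exercise, Il15 (-0.08) in the exercise effect without tumor, and Rdh11 (-0.28) and Car3 (-0.14) in the exercise effect with tumor. Of 36 list medians, 3 changed sign under library totals alone: protein folding to 0.05 in the tumor effect without exercise, and heart muscle (-0.03) and alveolar epithelium (-0.02) in the exercise effect without tumor. The skeletal muscle median of the latter was -0.35 at a mean count of at least 16. The sign changes under library totals concern values nearer 0 than the shift of all genes under that scaling, whose median was -0.59 in the exercise effect with tumor, -0.41 in the tumor effect with exercise, -0.08 in the exercise effect without tumor and 0.07 in the tumor effect without exercise. The cause of the skeletal muscle change was not tested.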

Other observations

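The tests of E(-)T(+) material in E(+)T(-), of dilution and of muscle tissue were chosen after their patterns were seen, and the others before. The number of genes in the exercise effect without tumor was 1513. That is higher than the value quoted from the study above. There were 477 contra-regulated genes. That is also higher than the value quoted above. Both numbers use a mean normalized count of at least 4 over the 4 libraries, which may not be the study's filter. With log2 values of at least 4 in either library compared, they were 810 and 198. The study took its RT-qPCR genes from those contra-regulated in lung and reports a consistent change by RT-qPCR in littermates, relative to GAPDH. Its discussion leaves Cacna1s out of the lung genes with reverse changes. The reads here are another measure in other mice and do not test the RT-qPCR. Of the 6 reported here, 4 had opposite signs in the exercise effects, and 1, Acta1, passed the 2-fold limit in opposite directions. For Il15 without tumor (0.01) and Cflar with tumor (-0.13) the sign was within counting error. The same held for 2 genes without opposite signs, Actn3 without tumor (interval -0.92 to 1.66) and Cacna1s with tumor (-0.08 to 2.81).

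Genes of the E(-)T(+) library were present at a low level in the library labelled E(+)T(-). At 500 or more normalized counts in E(-)T(+), 9 genes had 0 reads in E(-)T(-), among them Krt20, Etv4, 3110039M20Rik, Gzmd, Gzmg, Gzmf, Osr2 and Crabp1. Those outside the rule for named genes were chosen after their values were seen, and the granzyme genes are close copies that may share reads. All 9 had reads in E(+)T(-), between 11 and 141, at 0.65% to 2.19% of the E(-)T(+) level (median 1.48%). In the reverse selection, 0 genes at that level in E(-)T(+) lacked reads in E(+)T(-), which counting error would not give. If the reads came from material of the E(-)T(+) kind, the ratio should be near constant over genes. Its SD on the log2 scale was 0.538 against E(-)T(+) and 1.072 against E(+)T(+). The lower SD against E(-)T(+) makes material of that kind in E(+)T(-) a candidate. The spread from counting alone was not computed, so a single share was not tested. Named genes outside the 9 went both ways. Reg3g, at 8767 reads in E(-)T(+), changed by 0.13 without tumor (interval -0.09 to 0.35). Rgs16 and Adam11, at 211 and 219, had 0 reads in E(+)T(-). Timp1 (930) and 3830403N18Rik (345) rose by 1.14 and 2.59. The values cannot tell carry-over between libraries from tumor cells in a mouse of that group. Whichever it was, taking 1.48% of the E(-)T(+) level out left 737 rises of 800 in the exercise effect without tumor. It lowers E(+)T(-) and so adds falls, from 713 to 809, and the total of 1546 does not test it.

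In E(+)T(+) the same 9 genes stood at 3.89% to 28.5% of the E(-)T(+) level. They were selected for high values in E(-)T(+), which favors lower values elsewhere. A single tumor content of E(+)T(+) would give 1 ratio for all of them. A difference in tumor content may thus be a part of the pattern and is not the whole of it. The ratio SD of 0.538 for E(+)T(-) was not set against the spread that counting alone would give, and does not decide this for that library.

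Counts of genes past the limit could be due to counting error or GC content. Counting error gave means of 247.2, 275.5, 326.6 and 305.3 genes for the exercise effect without tumor, the tumor effect without exercise, the exercise effect with tumor and the tumor effect with exercise. After a trend on GC content was taken out, the counts were 1489, 6909, 6248 and 4041, against 1489, 6938, 6307 and 4167 before among genes with a GC value. Counting error does not account for the counts. In the exercise effect without tumor the GC trend spanned only -0.09 to 0.06, so there was little to take out and the unchanged count says little by itself. In the other comparisons the trend was wider, and GC content does not account for their counts. Differences between single animals and in cell composition remain, and are not separable from the groups.

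Most genes that the tumor effect without exercise moved past the limit went back under exercise with tumor, 61.9% past the limit. The shared E(-)T(+) library is a candidate explanation. In simulated libraries in which only E(-)T(+) differed from the rest, 92.2% did so, and the tumor effect with exercise had a slope of 0.002 on the tumor effect without exercise. The measured slope was 0.295. A part of the tumor effect was therefore also present in the E(+)T(+) and E(+)T(-) pair, and E(-)T(+) is not the only library that differs. The 61.9% by itself does not separate a reversal by exercise from a single deviating library.

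The fall of lung and blood cell genes in E(-)T(+) could come from dilution by tumor cells, which would lower the lists alike. Medians of the alveolar epithelium, T cell, erythroid and B cell lists ranged over 2.43 on the log2 scale. The first 3 lay between -2.28 and -2.45, and the B cell list at -4.71. With a pseudocount of 4 the erythroid median was -1.02, against -2.21 for alveolar epithelium and -2.17 for T cells, and 6 of the 27 erythroid genes were higher in E(-)T(+). The heart muscle and skeletal muscle lists, not part of this range, were at -1.21 and 0.00 and so did not fall alike either. A larger pseudocount shrinks the falls of low genes. The erythroid median was -2.49 under library totals alone and -2.28 at a mean count filter of 16. Dilution alone accounts for neither the B cell list nor the 6 higher erythroid genes. For the erythroid median and for the alveolar epithelium and T cell lists it remains open.

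In the additive fit, the split of the 4 libraries that stands for neither factor is the interaction. It measures the difference between the exercise effects without and with tumor, and is not a background free of effects. Its fit takes the exercise effect as the spread, while the exercise fit takes the interaction, so neither number is a background for the other. The split gave 574 genes at an unadjusted p under 0.05, against 2702 for tumor and 753 for exercise. The exercise number, 5.0% of all genes, is what a p limit of 0.05 gives by chance, so the excess over 574 is no sign of an exercise effect. At an adjusted p under 0.05 that split gave 0 genes. Without the filter it gave 32, against 58 for exercise.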
